A study of Mus musculus with 8 samples. Its data were reported in "Dazl is a target RNA suppressed by mammalian NANOS2 in sexually differentiating male germ cells" (2016).

How the data were processed

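RNA immunoprecipitation (RIP) followed by microarray analysis was performed on gonads of E14.5 mouse embryos. In RIP, an antibody against an RNA-binding protein pulls the protein down from a lysate, and the RNA that comes with it is measured beside the RNA of the starting lysate (input). The antibody was directed against DAZL. Per the labels, lots of 50 XX or XY gonads of strain MCH were used, 5% of the cleared lysate was kept as input, and Cy3-labelled cRNA was prepared from 50 ng of input RNA or 1 ng of precipitated RNA. The 8 samples formed 4 groups of 2 arrays each: XX input, XX immunoprecipitate (IP), XY input and XY IP. No IP with a control antibody was among the arrays used here, so every enrichment was relative to the input alone.

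Each sample was hybridized to a 1-colour Agilent whole mouse genome array. The deposited scanner files give a processed signal intensity for each spot, from which Feature Extraction 9.5.3.1 (per the file headers) had already subtracted a background, with a surrogate value for dim spots, and these values were not normalized between arrays. They also give the mean intensity and the median local background of each spot per the file headers, and marks for spots well above background, saturated spots and outlying spots. The deposited table of processed values holds log2 values that the authors made, per the study's methods, by setting values under 1 to 1 and scaling each array to its 75th percentile. In that table all 8 arrays had a 75th percentile of 5.05, and the Pearson correlation with the scanner values processed as described next was at least 0.99998 on every array, so the constant added by the authors did not enter any difference.

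The scanner values were used for all main results. Each array held 45018 spots, 43379 of them not controls. Spots marked as outliers were left out, signals under 1 were set to 1, spots of the same probe were averaged, and the log2 signal was expressed relative to the 75th percentile of the array's non-control probes. Of 41174 probes, 73 were left out because every spot was marked as an outlier on at least 1 array, which left 41101. No probe was saturated. A probe was kept for testing when it was well above background on both arrays of at least 1 of the 4 groups, which 18265 probes (44.4%) were. Probes were named through the accession given for them in the files and the gene table of the GRCm38.p6 reference (23374 probes), the symbol in the files (6733) or an older symbol (2919), and 8148 had no name in the table. Positions are those in the files, on the mm8 mouse genome, and the reference was used for names only. No annotation of mm8 was at hand, so exons and untranslated regions are not given.

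The depth of an array is given here as the number of probes well above background. It was 16713 to 20391 on the inputs and 6068 to 9468 on the IPs, and with 2 arrays per group the number of arrays limits the precision of each value.

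Linear models were fitted with limma 3.58.1 in R 4.3.3 to all 8 arrays, with 1 mean per group and no other term, and moderated with empirical Bayes. The residual degrees of freedom were 4 and the prior degrees of freedom 7.83. The contrasts were IP minus input in XX, IP minus input in XY, the difference between these contrasts (XX minus XY), and XX input minus XY input. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 18265 probes of each contrast. A probe was called enriched or depleted in an IP at an adjusted p under 0.05 and a change of at least 4-fold, which are the fold and p limits stated by the study with an adjusted p in place of theirs. The study named no test for them. The other contrasts had no fold minimum. Where 1 side of a contrast was not well above background, its level on each array was taken as the higher of its own signal and the lowest signal among probes well above background, averaged over the 2 arrays, and the change is given as "at least". On simulated data with 200 of 18265 probes changed 8-fold, the procedure found 195 of them for XX, 194 for XY, 129 for the difference between the sexes and 196 for the inputs, with 11, 10, 6 and 19 false calls. In the simulation the noise of a probe had the same variance on all 8 arrays, and no background floor was set. The real IP arrays varied more than the inputs and had many probes at background. The simulated numbers therefore do not show how the procedure performs on these arrays.

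Sets of genes were tested with camera (preset inter-gene correlation 0.01) and fry of limma, with the Benjamini-Hochberg adjustment over 6 tests. A germ cell set (39 genes) and a somatic set (44 genes) were tested in both IP contrasts, and the germ cell set and a meiotic set (27 genes) in the difference between the sexes. The germ cell and meiotic sets share 6 genes. The effect of a set is the median log2 difference of its probes minus that of the other kept probes.

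The genes named were chosen by rule. These were Dazl, then Xist, Ddx3y, Eif2s3y, Uty and Kdm5d as a check of the sex labels. Next came 22 genes, namely those with RT-qPCR primers listed by the study and Pou5f1 (Oct4), its negative control in RT-qPCR of NANOS2 IPs. Last came the 5 genes with the largest rise and the 5 with the largest fall in each contrast. The last had to pass the contrast's limits, carry a symbol, be well above background on every array of the contrast, and have both arrays of 1 group beyond both of the other. A gene with several probes was represented by the probe with the highest mean, and disagreement between its probes is stated. The comparisons, models, gene lists and most alternatives were fixed before the data were examined.

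The alternatives tried were normexp background correction with an offset of 50, quantile normalization, scaling to the 50th percentile, scaling to the 75th percentile of the probes above background on all 8 arrays, a common floor after scaling, no filter on dim probes, only the 4206 probes above background on all 8 arrays, the authors' table of values, only the 4 arrays of a contrast in the fit, an intensity trend in the empirical Bayes step, a plain t-test, without moderated variances, on the 4 arrays of a contrast with and without adjustment, a 2-fold minimum, genes in place of probes, camera with an estimated correlation, fry, the replicate number as a block, and leaving out each array in turn. Calls that require detection, and normexp with outlying local backgrounds replaced, were added after seeing the data. Tables were handled with the data.table package, version 1.17.8. Plots were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.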

Results

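To measure which mRNAs were recovered with the RNA-binding protein DAZL in each sex, RNA precipitated with an anti-DAZL antibody was compared with input RNA in gonads of E14.5 XX and XY embryos on 8 arrays, 2 for each of the 4 groups. The arrays of the inputs had more signal than those of the IPs. The number of probes well above background was 20391 and 16713 on the XX inputs, 6488 and 8761 on the XX IPs, 18526 and 17901 on the XY inputs, and 6068 and 9468 on the XY IPs. The group means were 18552 ± 2601 probes for the XX input, 7624.5 ± 1607 for the XX IP, 18213.5 ± 442 for the XY input and 7768 ± 2404 for the XY IP (SD, n = 2). The 75th percentile of the signal, to which each array was scaled, averaged 125 ± 67.5 scanner units in the XX input, 10.8 ± 2.52 in the XX IP, 99.8 ± 26.4 in the XY input and 9.97 ± 4.45 in the XY IP (SD, n = 2). On both arrays of a group, 16443 probes were above background in the XX input, 5589 in the XX IP, 17175 in the XY input and 5517 in the XY IP. Of the 18265 probes tested, 4206 were above background on all 8 arrays, and 8726 (47.8%) were above background on every input array but on both arrays of neither IP.

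**Figure D1:**
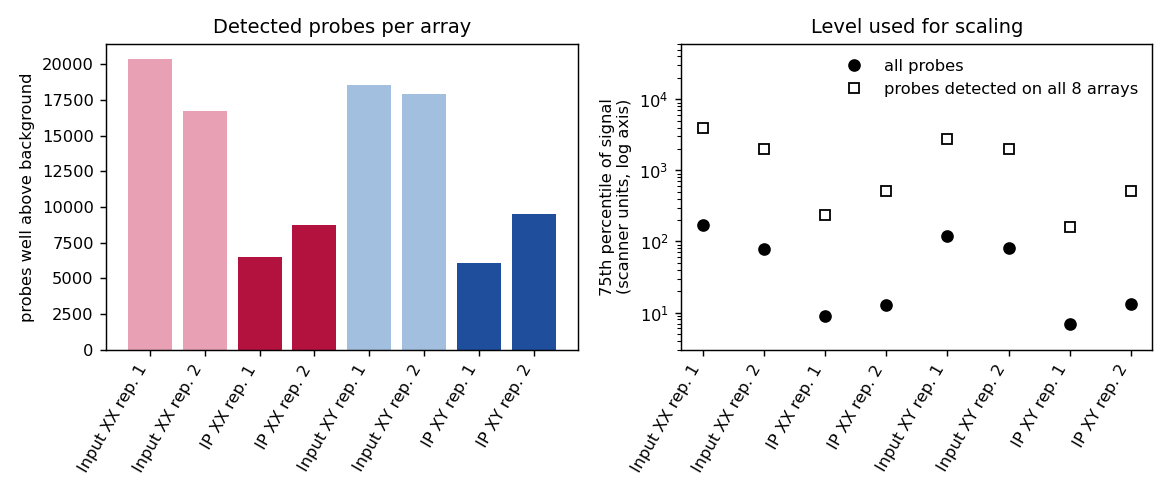
Signal on each of the 8 arrays: the bars (left) count probes well above background, and the points (right) give the 75th percentile of the signal in scanner units on a log axis, over all probes (dots) or over probes detected on all 8 arrays (squares). The 4 input arrays have 16713 to 20391 such probes and the 4 IP arrays 6068 to 9468.

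Replicates were compared over the 4206 probes above background on all 8 arrays. The Pearson correlation across probes, which are not independent replicates, was 0.995 between the XX inputs, 0.964 between the XX IPs, 0.996 between the XY inputs and 0.963 between the XY IPs. Between the sexes it was 0.936 to 0.941 for the inputs and 0.697 to 0.760 for the IPs. The arrays of XX samples lay on 1 slide and those of XY samples on another, so each IP was compared with its input within a slide, while the sexes were compared across slides. No slide held both sexes, so slide and sex cannot be told apart in a comparison of the sexes.

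The sex labels were checked in the inputs. Xist (probe A_51_P145453) was above background in both XX inputs and in neither XY input, where it was at least 5.77-fold lower. Eif2s3y (A_51_P479715), Ddx3y (A_51_P402994) and Kdm5d (A_51_P283044, named Jarid1d in the files) were above background in both XY inputs and in neither XX input. They were at least 62.8-fold, at least 16.3-fold and at least 4.52-fold higher in the XY inputs. Uty was on the array but not above background often enough to be tested.

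The first comparison asked which transcripts were more abundant in the DAZL IP than in the input of XX gonads. At an adjusted p under 0.05 and a change of at least 4-fold, 2567 of 18265 probes were enriched and 1810 were depleted. By ratio the test moved these numbers most, since a test on the 4 arrays without moderated variances gave 0 enriched and 1 depleted after the same adjustment, and 2090 and 1360 at an unadjusted p under 0.05. Normexp correction could not be fitted properly on 2 of the XY arrays, so it was also run with outlying local backgrounds replaced, an alternative chosen after seeing the data. In limma 69 probes were enriched in XX either way, and with each array scaled to its 50th percentile 189 were enriched and 8646 depleted. The median log2 difference of all tested probes was 0.09 in the main scaling and -1.92 in that one. Of the 2567 enriched probes, 1497 (58.3%) were above background on both IP arrays and 753 on neither. The 1497 probes stood for 1227 named genes. All 1810 depleted probes were above background on both input arrays, and 398 of them also on both IP arrays.

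In XY gonads, 1863 probes were enriched and 1403 were depleted. With scaling to the 50th percentile these numbers were 219 and 8378. Of the 1863 enriched probes, 1105 (59.3%) were above background on both IP arrays and 505 on neither. The 1105 probes stood for 944 named genes. Of the 1403 depleted probes, 319 were above background on both IP arrays. Leaving out the second XY IP array raised the depleted probes to 2214.

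Dazl itself was examined first among the genes. Its probe with the highest mean (A_52_P271166, mm8 chromosome 17, 49745165 to 49745224) had a normalized log2 signal of 5.35 ± 0.059 in the XX input, 8.03 ± 0.28 in the XX IP, 4.12 ± 0.29 in the XY input and 6.19 ± 0.20 in the XY IP (SD, n = 2). The log2 difference between IP and input was 2.69 in XX (SE 0.39, adjusted p = 0.00031) and 2.06 in XY (SE 0.39, adjusted p = 0.0020), with both IP arrays above both input arrays in each sex. In XY the change was under 4-fold without the first XY input array (1.86) or without the first XY IP array (1.92), and with quantile normalization (1.72) or scaling to the detected probes (1.74). With scaling to the 50th percentile the difference was 0.68 in XX and 0.20 in XY, and with normexp correction it was 0.45 and 0.03, or 0.45 and -0.16 with outlying local backgrounds replaced, none of these at an adjusted p under 0.05. The difference between the sexes in Dazl enrichment was 0.63 (SE 0.56, adjusted p = 0.66), which did not pass. The other Dazl probe (A_51_P246060) gave 3.09 in XX and 2.93 in XY.

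Among genes above background on all 4 arrays of a sex, 1312 were eligible in XX and 996 in XY for the list of largest changes, all relative to the array's 75th percentile. In XX the largest rises were those of Rnf138 (A_52_P504421), by 5.90 on the log2 scale (SE 0.39, adjusted p = 5.9e-05), Eif1b (A_51_P138538) by 5.74, Ccnb1ip1 (A_52_P255959, named Gm288 in the files) by 5.38, Paqr9 (A_52_P450934) by 5.30 and Ttc33 (A_51_P364031) by 5.20. Rnf138 went from 4.84 ± 0.091 in the XX input to 10.74 ± 0.38 in the XX IP (SD, n = 2), and its other probes gave 2.48 and 5.22. In XY the largest rises were those of Krtap9-1 (A_51_P281673) by 7.22, Sertad3 (A_52_P71105) by 6.27, Rnf138 by 5.89, Senp8 (A_52_P645637) by 5.82 and Zfp318 (A_51_P412109) by 5.70. Other probes of Senp8 gave 2.05 and 5.45 in XY, and those of Zfp318 gave 2.78 and 5.15, while a further probe was not above background in the input.

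The largest falls in both sexes were those of mitochondrial transcripts. The log2 difference was -5.86 in XX and -4.83 in XY for CYTB (A_51_P315595), -5.11 and -4.33 for COX2 (A_51_P323880, placed by the files on chromosome 1), and -4.76 and -4.38 for ND4L (A_51_P245525). CYTB went from 7.31 ± 0.39 in the XX input to 1.44 ± 0.45 in the XX IP (SD, n = 2). The next in XX were Rpl35 (A_51_P132715) with -3.56 and Maged2 (A_51_P121635) with -3.55. The next in XY were Ncl (A_52_P623337) with -3.81 and Dlk1 (A_51_P135618) with -3.68. A probe of Ncl (A_52_P620748) went the other way, with 1.13 in XY, where it was not above background on both IP arrays. In XX, where it was above background on both input and both IP arrays, it had 2.42, against -3.10 at A_52_P623337. The remaining Ncl probes had -3.15 and -1.46 in XX.

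Enrichment in the sexes was then compared across probes. The log2 differences in XX and XY had a Pearson correlation of 0.745 and a Spearman correlation of 0.758 over 18265 probes, and 0.886 and 0.888 over the 4206 probes above background on all 8 arrays. The alternative that moved this correlation most was normexp with outlying local backgrounds replaced, which gave 0.900. Enrichment passed in both sexes for 1057 probes, where 262 would be shared if the lists were independent. Among the 4213 probes above background on both IP arrays of both sexes, 1046 were enriched in XX, 849 in XY and 669 in both, where 211 would be shared by independent lists. With scaling to the 50th percentile 74 probes were enriched in both sexes, and with the test without moderated variances after adjustment 0 were, against 873 at an unadjusted p under 0.05.

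**Figure D2:**
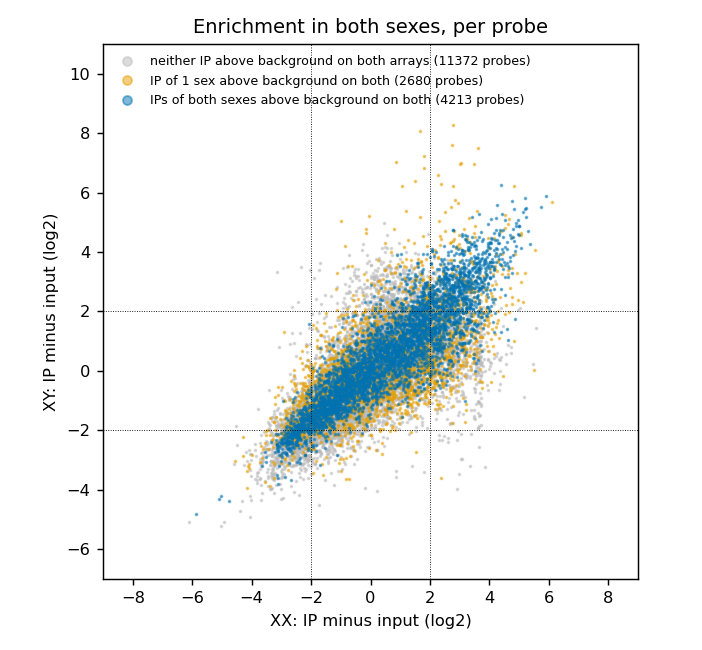
Log2 difference between IP and input in XX (horizontal) and XY (vertical) for each of 18265 probes, coloured by whether neither IP (grey), the IP of 1 sex (orange) or the IPs of both sexes (blue, 4213 probes) were above background on both arrays, with dotted lines at a 4-fold change. The log2 differences of the sexes rise together, with a Pearson correlation of 0.745 over all points.

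The difference between the sexes was tested directly, to ask which transcripts were recovered with DAZL to a different degree in XX and XY. It passed for 398 probes with higher enrichment in XX and 204 with higher enrichment in XY, while 2999 probes had an unadjusted p under 0.05. With normexp correction, including the 2 arrays on which it could not be fitted properly, both numbers were 0 by limma, and with outlying local backgrounds replaced they were 141 and 118. Leaving out the first XX input array left 97 and 64 probes, and leaving out the second XY IP array gave 987 and 571. For 224 of the 398 probes and 117 of the 204, neither IP was above background on both arrays. Over all 8 arrays, 44 of the 398 and 10 of the 204 were above background. Of 725 probes enriched only in XX with both XX IP arrays above background, 135 (18.6%) passed the test of the difference, and of 322 enriched only in XY with both XY IP arrays above background, 47 (14.6%) passed.

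Named genes with a difference between the sexes were taken from the probes above background on all 8 arrays. The largest XX minus XY differences were 4.18 for Cyp26b1 (A_51_P501844, SE 0.60, adjusted p = 0.0046), 3.59 for Tvp23b (A_51_P287206, Fam18b in the files, adjusted p = 0.031), 3.50 for Yaf2 (A_51_P292754, adjusted p = 0.022), 3.31 for Krcc1 (A_51_P284678, adjusted p = 0.011) and 3.25 for Garre1 (A_51_P326187, 4931406P16Rik in the files, adjusted p = 0.030). The most negative were -3.65 for Sulf1 (A_51_P142744, adjusted p = 0.011), -3.01 for Jund (A_51_P357744, adjusted p = 0.025), -2.89 for Sdr39u1 (A_51_P512541, 2310014G06Rik in the files, adjusted p = 0.026), -2.87 for Dync1li2 (A_52_P145975, adjusted p = 0.039) and -2.68 for Rhobtb1 (A_52_P614517, adjusted p = 0.035). Krcc1 had a signal of 8.46 ± 0.15 in the XX IP and 3.33 ± 0.40 in the XY IP, against 4.90 ± 0.081 and 3.07 ± 0.0055 in the inputs (SD, n = 2). For Cyp26b1 the IP signal was lower in XX (1.99 ± 0.45) than in XY (2.97 ± 0.51), and the difference came from the inputs, with -1.18 ± 0.11 in XX and 3.99 ± 0.082 in XY (SD, n = 2). Without the first XX input array, 8 of these 10 genes no longer passed, Cyp26b1 and Sulf1 being the exceptions, and each of the 8 also did not pass without at least 1 other array. The estimates of these 8 genes moved little without the first XX input array. They were 3.40 for Tvp23b, 3.41 for Yaf2, 3.25 for Krcc1, 3.19 for Garre1, -3.19 for Jund, -2.98 for Sdr39u1, -2.82 for Dync1li2 and -2.81 for Rhobtb1. None of the 10 passed with scaling to the 50th percentile or with normexp correction as first run, and with outlying local backgrounds replaced only Cyp26b1 (3.39) and Krcc1 (2.64) passed. The second probe of Krcc1 (A_52_P443500) gave 2.38 with an adjusted p of 0.040, and those of Dync1li2 and Rhobtb1 gave -1.97 and -1.72 without passing, that of Rhobtb1 not being above background on both IP arrays of either sex.

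The 22 genes of the RT-qPCR list were examined as a fixed list, of which 20 could be tested, since the probes named for Gapdh and Mei4 were not above background often enough. Whether the Gapdh probe reports the main Gapdh transcript was not tested. The study chose these genes partly on such samples, so they are not independent evidence. In XX, 15 genes were higher in the IP and 1, Sycp1, was lower at an adjusted p under 0.05, both over all probes and adjusted over the list alone, and 11 were at least 4-fold higher either way. In XY, 13 genes were higher and 0 lower, and 12 were at least 4-fold higher, with the same numbers adjusted over the list alone. These numbers include genes at background on all 4 arrays of the sex, Dnmt3l and Nanos2 in XX and Dmc1 and Lhx8 in XY, for which no fold can be given. The 15 genes higher in XX also include Piwil4 and Pou5f1, which were above background on 0 of the 2 XX IP arrays. Pou5f1 was the study's negative control for NANOS2 IPs. Sycp1 was above background on 1 of the 2 XX IP arrays, with signals of 3.17 and -0.56, against 3.89 and 3.58 in the XX inputs. Among only the probes above background on all 8 arrays, 6 listed genes were at least 4-fold higher in XX and 6 in XY. The median log2 difference of the list was 2.18 in XX and 2.22 in XY. With normexp correction 1 listed gene was at least 4-fold higher in XX and 0 in XY, or 1 and 1 with outlying local backgrounds replaced. The difference between the sexes passed for 1 gene over all probes, Arrdc4 (A_51_P111612), at -2.94 (SE 0.66, adjusted p = 0.034), with both XX IP arrays below both XY IP arrays. Another Arrdc4 probe (A_51_P482908) gave 2.52 (adjusted p = 0.075), but was not above background on both IP arrays of either sex. Arrdc4 no longer passed when any 1 of 5 arrays was left out, which were all 4 inputs and the first XX IP, with -3.22 without the first XX input array. Adjusted over the list alone, 1 gene was higher in XX and 2 were lower, namely Dnmt3l (2.31), Arrdc4 and Dmc1 (-2.11). Dnmt3l was at background on all 4 XX arrays and Dmc1 on all 4 XY arrays.

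**Figure D3:**
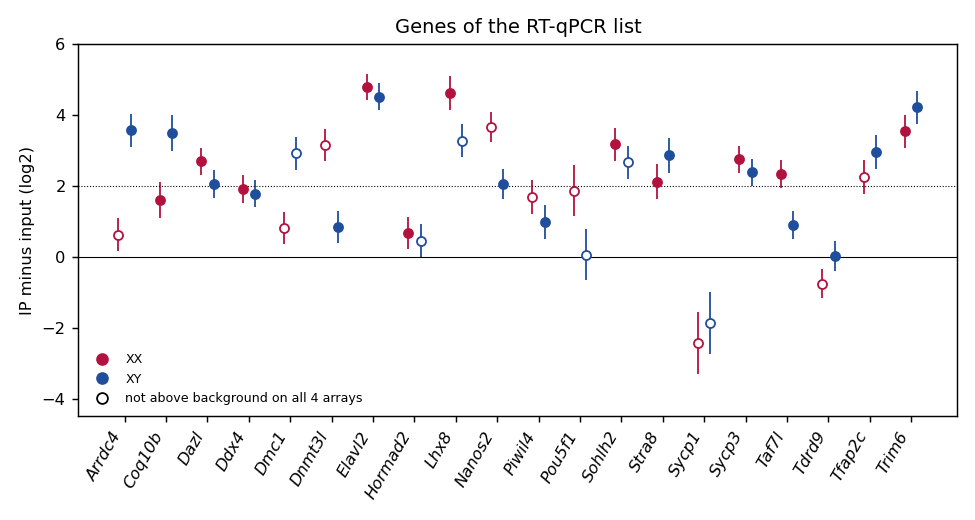
Log2 difference between IP and input in XX (red) and XY (blue) with its standard error for the 20 tested genes of the RT-qPCR list, with open symbols where a probe was not above background on all 4 arrays of that sex, and a dotted line at a 4-fold rise. The medians lie at 2.18 in XX and 2.22 in XY, and Sycp1 is negative in both sexes.

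Gene sets were tested to ask whether germ cell transcripts were recovered above others. The germ cell set (37 genes, 44 probes tested) lay above the other probes by 1.69 log2 in XX (camera adjusted p = 6.6e-05) and by 1.65 in XY (adjusted p = 7.9e-06), with 79.5% and 81.8% of its probes above the median of the others. The somatic set (39 genes, 54 probes) had an effect of -1.57 in XX (adjusted p = 0.0043) and -1.37 in XY (adjusted p = 8.6e-06). With no filter on dim probes the germ cell set had an effect of -0.62 in XX and -0.65 in XY. With a common floor after scaling the effects were 0.19 and 1.05 for the germ cell set and -0.055 and -0.71 for the somatic set in XX and XY, and all 4 passed. With normexp and outlying local backgrounds replaced the germ cell set had 0.33 and 0.23 without passing. In the difference between the sexes, the germ cell set had an effect of -0.047 (adjusted p = 0.57), and the median of its probes was -0.015 while their mean was 0.011. The meiotic set (23 genes, 31 probes) had an effect of -0.67 (adjusted p = 0.0011), that is, lower enrichment in XX. Among the 7 of its probes above background on all 8 arrays the effect was -0.011, without passing. Nor did it pass with quantile normalization (-0.15) or with the common floor (0), while it passed with normexp correction (-0.74, or -0.86 with outlying local backgrounds replaced). The 5 calls held under fry, with adjusted p of 0.0012 for the germ cell set in both sexes, 0.0098 and 0.0021 for the somatic set in XX and XY, and 0.0028 for the meiotic set, and none held under an estimated correlation, with adjusted p from 0.146 to 0.190.

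Finally, the inputs of the sexes were compared, to give the expression against which the IPs were measured. At an adjusted p under 0.05, 1072 probes were higher in the XX input and 1114 in the XY input, all of them by at least 2-fold. This comparison runs across the slides. With only the 4 input arrays in the fit the numbers were 4133 and 3930, with normexp correction they were 404 and 194, or 1492 and 1361 with outlying local backgrounds replaced, and without the second XX input array 495 probes were higher in XX. Among genes above background on all 4 input arrays, the largest XX minus XY differences were 6.41 for Stra8 (A_51_P276305), 5.95 for M1ap (A_51_P503352), 5.80 for Meiob (A_51_P510640), 5.47 for Meioc (A_52_P148952) and 5.38 for Mei1 (A_51_P406835). Stra8 had a signal of 6.92 ± 0.058 in the XX input and 0.51 ± 0.31 in the XY input (SD, n = 2). Among the same genes, the most negative were -8.37 for Cst9 (A_51_P506297), -6.77 for Piwil4 (A_52_P14778), -6.38 for Tesc (A_52_P69955), -5.88 for Dppa4 (A_51_P346600) and -5.65 for Ptgds (A_51_P157406).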

Values the study reported

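The study reported that 274 of the 1256 probes associated with NANOS2, or 21.8%, also bound DAZL. It described 112 probes that were enriched with DAZL in XX gonads and whose association was diminished in XY gonads. The difference in DAZL association between XX and XY gonads correlated with the rise in expression of the same genes in XY gonads without Nanos2, with r = 0.46 and P = 6.48e-7.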

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

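The tests of the input difference, the IP difference and the slides, and of meiotic probes at background, were chosen only after the result was seen.

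The change from input to IP differed between XX and XY by the test of the difference itself for 398 probes higher in XX and 204 higher in XY. For the 341 of these with neither IP above background on both arrays, the median size of the input difference was 3.44 log2 and that of the IP difference 0.25. That the IPs lie at background fixes part of this outcome, so a difference in binding and a difference in input level cannot be told apart for these probes. For the 54 probes above background on all 8 arrays, the explanation that the inputs differ while the IPs do not is excluded for the set as a whole but not for each probe, since the IPs differed between the sexes by a median of 3.18 log2, against 0.55 between IP replicates and 0.64 between the inputs. In 51 of the 54, both XX IP arrays lay beyond both XY IP arrays in the direction of the call. A slide effect on the IPs stays open for the 261 probes with an IP above background on both arrays in at least 1 sex, since 0 slides held both sexes, and slide and sex cannot be told apart. For the other 341 the IPs differed by far less than the inputs, as given above, and the inputs also lay on 1 slide per sex. A difference between the sexes in what DAZL binds stays among the open explanations, as untested on these arrays. The study had other evidence on it. By RT-qPCR of selected mRNAs, it reported that those with stronger DAZL association in XX were recovered more with DAZL from XY gonads without Nanos2.

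The meiotic set differed between the sexes, with an effect of -0.67. A candidate explanation is that meiotic transcripts were at background in the XY IP while the inputs differed. The 24 probes not above background on both XY IP arrays had a median difference of -0.74, and the 7 that were above it had -0.036. The set lay 2.87 log2 above the other probes in XX minus XY input, and 23 of its 31 probes were higher in the XX input. These values may therefore come from signals near background, and a biological difference was not tested.

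Single genes differed between the sexes in the same test. Among the probes above background on all 8 arrays, Cyp26b1 had an XX minus XY difference of 4.18, Tvp23b 3.59, Yaf2 3.50, Krcc1 3.31, Garre1 3.25, Sulf1 -3.65, Jund -3.01, Sdr39u1 -2.89, Dync1li2 -2.87 and Rhobtb1 -2.68. The IP difference of 3.18 given above is a median over the 54 probes that include these, and Cyp26b1 is an exception to it. Its IP signal was lower in XX (1.99) than in XY (2.97), against the direction of the call, so its difference came from the inputs, which differed by -5.17. Without the first XX input array, Tvp23b, Yaf2, Krcc1, Garre1, Jund, Sdr39u1, Dync1li2 and Rhobtb1 no longer passed, and each of these 8 also did not pass without at least 1 other array, while Cyp26b1 and Sulf1 passed without any 1 array. The estimates of these 8 moved little without the first XX input array, as given in the results. With the common floor only Krcc1 and Sulf1 passed, Cyp26b1 having 1.98, and with no filter on dim probes only Cyp26b1 passed. Under normexp as first run and under scaling to the 50th percentile none of the 10 passed, all with the same direction, and under normexp with outlying local backgrounds replaced, chosen after seeing the data, Cyp26b1 (3.39) and Krcc1 (2.64) passed. A slide effect stays open for each of them, for Cyp26b1 on the inputs, and so does a difference between the sexes, as untested.

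Krtap9-1 had a difference of -5.42, with a signal of 6.59 ± 0.31 in the XY IP and 0.82 ± 0.57 in the XX IP, where 1 of 2 arrays was above background, against -0.63 ± 0.12 and -0.97 ± 0.28 in the inputs (SD, n = 2). It passed without any 1 array, and under normexp as first run and 50th percentile scaling it did not pass, at -2.47 and -5.57. With outlying local backgrounds replaced before normexp it passed, at -3.35. The gene had 1 tested probe, and whether that probe also binds another transcript was not tested. Arrdc4 had a difference of -2.94 at 1 probe, which did not pass when any 1 of 5 arrays was left out (-3.22 without the first XX input array), and 2.52 at the other, which did not pass. That other probe was not above background on both IP arrays of either sex, so it does not bear on the direction of recovery. The slide explanation stays open for both genes.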

How the results depend on the processing

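The alternatives that require detection, and both that replace outlying local backgrounds before normexp, were chosen after seeing the data, and the tests of undetected probes, of the replaced backgrounds and of the offset were chosen only after the result was seen. The settings compared are named with each value, and where nothing else is said the cause was not tested.

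With the authors' table of values, with an intensity trend in the empirical Bayes step, and with fry for the sets, all main results computed kept their direction and their side of the threshold or stayed within 1.5 times of their count. Leaving out arrays never changed the direction of a main result. Under scaling to the 50th percentile or to the detected probes, the correlation of XX and XY enrichment and the set effects do not move by construction, because each array is shifted as a whole.

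The level to which arrays are scaled moved the numbers of calls. With scaling to the 50th percentile, the median log2 difference of the tested probes was -1.92 in XX and -1.90 in XY, and 189 probes were enriched in XX, 8646 depleted in XX, 219 enriched in XY, 8378 depleted in XY and 74 enriched in both. In that setting 18 probes had higher enrichment in XX, 9 higher enrichment in XY, 510 were higher in the XX input and 545 higher in the XY input. The somatic set in XX kept its effect of -1.57 without passing. With the 75th percentile taken over probes detected on all 8 arrays, the medians were -0.34 and -0.36, and 1673 probes were enriched in XX, 2859 depleted in XX, 2184 depleted in XY and 703 enriched in both. With quantile normalization the medians were -0.74 and -0.73. It gave 1480 probes enriched in XX, 3283 depleted in XX, 1241 enriched in XY, 2481 depleted in XY, 422 with higher enrichment in XY and 684 higher in the XY input, with a correlation of 0.703. The germ cell set, XX minus XY, then had 0.023 and the meiotic set -0.15, which no longer passed. That the shift moves enriched and depleted calls in opposite directions follows from its construction.

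A candidate explanation for enriched calls without IP signal is that the 75th percentile of the IP arrays lies near background. Over 18009 probes above background on no array, the median log2 difference was 3.61 in XX and 3.32 in XY, and 99.0% and 97.2% of them lay at least 4-fold higher in the IP, which the explanation needs. Requiring both IP arrays to be above background gave 1497 enriched probes in XX, 1105 in XY and 669 in both. With a common floor after scaling, 1061 probes were enriched in XX, 637 depleted in XX, 718 enriched in XY, 455 depleted in XY and 470 enriched in both. The floor gave 661 probes with higher enrichment in XX, 448 with higher enrichment in XY, 552 higher in the XX input and 467 higher in the XY input, a correlation of 0.787, an effect of -0.17 for the germ cell set between the sexes, which then passed, and 0 for the meiotic set, which no longer passed. With this floor the germ cell set had 0.19 in XX and 1.05 in XY and the somatic set -0.055 and -0.71, all passing with smaller effects.

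With no filter on dim probes, 23328 probes were enriched in XX, 22374 in XY and 20419 in both. The difference between the sexes then passed for 46 probes higher in XX and 28 higher in XY, the input difference for 549 and 630, and the correlation was 0.876. The germ cell set then had an effect of -0.62 in XX and -0.65 in XY, because the probes it is compared with include those above background on no array. Among only the probes above background on all 8 arrays, 1040 were enriched in XX, 373 depleted in XX, 842 enriched in XY, 231 depleted in XY and 662 enriched in both. In that smaller set, which holds fewer probes by construction, 98 had higher enrichment in XX, 25 higher enrichment in XY, 129 were higher in the XX input and 72 higher in the XY input. The correlation was 0.886, the germ cell set between the sexes had 0.0099 and the meiotic set -0.011, neither passing.

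Normexp could not be fitted properly on 2 arrays, the first XY input and the second XY IP, where 16 and 5 spots had local backgrounds up to 65308 and 9760 units against medians of 80 and 82. As run, it gave 69 probes enriched in XX, 2087 depleted in XX, 21 enriched in XY, 801 depleted in XY and 14 enriched in both. It gave 0 probes with higher enrichment in XX, 0 with higher enrichment in XY, 404 higher in the XX input and 194 higher in the XY input, and a correlation of 0.890. The germ cell set had 0.33 in XX, 0.14 in XY and 0.11 between the sexes, and the somatic set in XX had -0.87. With backgrounds over 2 times the median replaced, 69 probes were enriched in XX, 69 in XY and 26 in both. In this setting 2087 were depleted in XX and 1986 in XY. The difference between the sexes passed for 141 with higher enrichment in XX and 118 with higher enrichment in XY. In the inputs, 1492 were higher in XX and 1361 higher in XY. The correlation was then 0.900, the germ cell set had 0.33 in XX, 0.23 in XY and 0.071 between the sexes, and the somatic set in XX had -0.87. The meiotic set kept passing, at -0.74 as run and -0.86 with backgrounds replaced. With the replacement the number enriched in XY rose from 21 to 69, against 1105 with detected IP signal in the main scaling, so the failed fit is excluded as the whole cause of the low number in XY. Both failed fits were on XY arrays, and of the XX arrays only the second IP had a background replaced, at 1 spot. The XY arrays enter the XX test through the shared variance of the fit. With the replacement the number enriched in XX stayed at 69, which argues against the failed fits as the cause of the low number in XX. With an offset of 1 in place of 50 as well, 931 probes were enriched in XX and 619 in XY, a rise of 13.5 and 8.97 times, so the offset may account for part of the low numbers.

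The test and the limits also mattered. A plain t-test at an unadjusted p gave 3863 probes higher in the XX input and 3449 higher in the XY input. After the Benjamini-Hochberg adjustment it gave 0 probes enriched in XX, 1 depleted in XX, 10 enriched in XY, 2 depleted in XY, 0 enriched in both and 716 higher in the XY input, while at an unadjusted p it gave 2090 enriched in XX and 873 in both. With only the 4 input arrays in the limma fit, 4133 probes were higher in the XX input and 3930 in the XY input. A 2-fold minimum, which is looser by construction, gave 4732 probes enriched in XX, 4159 depleted in XX, 3691 enriched in XY, 3760 depleted in XY and 2461 enriched in both. With genes in place of probes, the germ cell set between the sexes had 0.019. With an estimated correlation in camera, the effects of 1.69, 1.65, -1.57, -1.37 and -0.67 were unchanged by construction, and none passed.

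The replicate number as a block gave 971 probes with higher enrichment in XX and 516 with higher enrichment in XY. Deviations of arrays with the same number had a correlation of 0.031 between input and IP in XX, 0.138 between input and IP in XY, 0.520 between the inputs of the sexes and 0.538 between the IPs of the sexes. The lowest of these is near 0, so the numbers were not shown to pair the samples, and what same-numbered arrays of the sexes share was not tested. A slide term leaves the IP contrasts and their difference unchanged by construction, and the input comparison cannot be fitted with it.

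Without 1 array at a time, the lone array of a group was assumed to vary like the other groups. The lowest and highest values were 2513 and 2854 probes enriched in XX, 1464 and 2400 depleted in XX, 1747 and 2078 enriched in XY, 1053 and 2214 depleted in XY, and 941 and 1188 enriched in both. They were 97 and 987 probes with higher enrichment in XX, 64 and 571 with higher enrichment in XY, 495 and 1628 higher in the XX input, and 592 and 1531 higher in the XY input. The first XX input array gave the lowest numbers for the difference between the sexes and the second XY IP array the highest. The fit shares 1 variance per probe between inputs and IPs. Over the probes above background on all 8 arrays, the SD of the difference between replicates was 0.19 for the XX inputs and 0.18 for the XY inputs. It was 0.47 for the XX IPs and 0.49 for the XY IPs. Without an input array the shared variance rests more on the IPs, so fewer calls need not mean that this array drove them. The correlation of XX and XY enrichment ranged from 0.698 to 0.746. The germ cell set ranged from 1.51 to 1.87 in XX, from 1.49 to 1.79 in XY and from -0.12 to -0.028 between the sexes, the somatic set from -1.59 to -1.32 in XX and from -1.76 to -0.998 in XY, and the meiotic set from -0.75 to -0.36.

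Among single genes, 19 values changed direction under the alternatives fixed beforehand. With normexp these were Stra8 in XX (-0.029), Piwil4 in XY (-0.87), Dnmt3l in XY (-0.89), Hormad2 in XX (-0.52), Ddx4 in XX (-0.28) and XY (-0.27), Taf7l in XY (-0.28) and Tdrd9 in XY (-1.31). With the 50th percentile they were Piwil4 in XY (-0.89), Coq10b in XX (-0.40), Dnmt3l in XY (-1.03), Hormad2 in XX (-1.34), Ddx4 in XX (-0.098) and XY (-0.085), Taf7l in XY (-0.98) and Tdrd9 in XY (-1.84). Tdrd9 in XY was -0.30 with the 75th percentile of detected probes, and between -0.068 and 0.12 without 1 array. With outlying local backgrounds replaced before normexp 9 values changed direction, namely Stra8 in XX (-0.029), Piwil4 in XY (-1.07), Dazl in XY (-0.16), Dnmt3l in XY (-1.13), Hormad2 in XX (-0.52), Ddx4 in XX (-0.28) and XY (-0.45), Taf7l in XY (-0.38) and Tdrd9 in XY (-1.70). Under the alternatives fixed beforehand, another 134 values no longer passed, of which Xist and Kdm5d between the inputs were 0 with the common floor and the others kept their direction, 3 passed where they had not, 9 counts of listed genes moved and 1202 stayed the same. The low signal over background of the IPs limits all comparisons of probes that lie at background there.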

Other observations

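No test in this part was chosen only after its result was seen.

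The germ cell set lay above the other probes in both IPs and the somatic set below them. A loss or labelling bias that depends on the level in the input was tested with lists matched on the mean input level of both sexes. The values below argue against a dependence on that mean as the whole cause. A dependence on the level in the input of the sex tested is not excluded. Dnmt3l, for example, had -4.61 in the XX input and 4.11 in the XY input, so it was not matched on either. Among 10000 random probe lists matched on input level, the median of the germ cell set in XX (1.78) lay at percentile 100, against a median of -0.16 for the matched lists with 95% of them between -0.83 and 0.49. In XY the set had 1.61 against -0.25. The somatic set lay at percentile 0 in both sexes. Any IP of RNA from germ cells would give the same order, and with no IP with a control antibody among the arrays, binding of DAZL and recovery of germ cell RNA by other means were not separated. A biological explanation therefore stays a hypothesis.

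Probes of the same gene differed in enrichment. Among the 484 genes compared below, the 3′-most and 5′-most probes differed by over 2 log2 in 47 genes in XX and 40 in XY. A candidate explanation is that the precipitated RNA, labelled from 1 ng, keeps mostly the 3′ ends of transcripts. Of 484 genes with at least 2 probes above background on all 8 arrays, the 3′-most probe was higher in IP minus input than the 5′-most probe in 339 genes (70.0%) in XX and 331 genes (68.4%) in XY, with a median difference of 0.20 and 0.21 log2. For 315 genes with probes over 500 bases apart the shares were 68.9% and 66.7%, with medians of 0.34 and 0.27. These shares are those the explanation needs. The genes differing by over 2 log2 were counted in either direction, and some of them go against it. In XX the 3′-most probe was lower in Setd5 (-4.45) and Ppp3cb (-4.19), and higher in Cul4b (3.95) and Psmc6 (3.85). How much of the disagreement the explanation may account for was not tested. Binding near 3′ ends was not separated from it.

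Probes of ribosomal proteins were low in both IPs. In XX the median of 125 probes of 80 genes was -2.03, at percentile 0 of 2000 lists matched on input level. These lists had a median of -1.37. This argues against depletion of abundant transcripts whatever their kind as the whole cause in XX. That cause is not excluded, since the lists were matched within 50 level bins and probes of 1 bin still differ in level. In XY the median was -1.44 against -1.03, at percentile 0.9. The matched lists were also negative, so a dependence on abundance may account for much of the fall. No biological explanation was tested.

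The difference between the sexes passed here for 398 probes with higher enrichment in XX. Of these, 135 were also enriched in XX with both XX IP arrays above background, and for 224 neither IP was above background on both arrays. Neither 398 nor 135 can be set against the number quoted above from the study for probes enriched in XX and diminished in XY. The study chose probes at least 4-fold higher in the IP than in the input with P under 0.05. It compared these lists with NANOS2-associated probes and stated no test of the difference between the sexes. Both the rule and the lists from which the probes were drawn are therefore not the same.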
